A study of Mus musculus with 12 samples. Its data were reported in "MYT1L deficiency impairs excitatory neuron trajectory during cortical development" (2024).

How the data were processed

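Single-nucleus RNA sequencing had been done on the forebrain of mice at postnatal day 1 (P1), from 8 wild-type (WT) animals and 4 animals heterozygous (Het) for a frameshift allele of Myt1l, a gene for a transcription factor of neurons. The tissue is forebrain per the labels, and the study's text names forebrain for this age in most places and the prefrontal cortex in 1, so the extent of the tissue is uncertain. Each library came from 1 animal. The labels gave 5 male and 3 female WT animals and 3 male and 1 female Het animals. Libraries are named here by genotype and a running number, with WT 6, WT 7, WT 8 and Het 4 the female libraries. Nuclei had been barcoded by split pooling, in which fixed nuclei pass through successive plates and collect a part of the barcode in each. Within the files the part of the barcode written at reverse transcription separated the libraries, with 96 wells in all and 0 wells shared between libraries. The later parts of the barcode came from the same ligation wells and final wells in every library.

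The authors counted unique molecular identifiers (UMIs, tags that mark each captured RNA molecule) per gene and nucleus with the ScaleRna workflow on the mm10 genome and deposited expected counts, that is, unnormalized UMI counts in which a UMI that fitted several genes was divided between them. Divided values made up between 6.58% and 6.88% of the entries of a library. How these UMIs were divided is not given in the sources used here. The authors called nuclei with a caller that sets them against ambient RNA, and no step here subtracted free RNA from the counts. The design had assumed whole counts, so the sums over nuclei described below were rounded to whole numbers before the count models. The files listed 55335 genes, of which 54587 identifiers matched GENCODE M21 (GRCm38, the assembly also called mm10), from which positions were taken.

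The files held 126684 barcodes. The filter stated in the study's methods (800 to 6000 UMIs, 300 to 3000 genes, at most 1% mitochondrial UMIs, and a ratio of log genes to log UMIs of at least 0.9) left 98106 nuclei, with a median of 1941 UMIs and 1169 genes. The study's own number of nuclei is given with its other values after the results. Doublets, 2 nuclei under 1 barcode, were scored by the share of simulated doublets among each barcode's neighbours, and the 5% of barcodes with the highest score in each library were marked, 6333 in all. Of these, 3588 had passed the filter and were removed, which left 94518 nuclei with a median of 1898 UMIs. Total UMIs per library ranged from 15439429 to 40784144 and UMIs in kept nuclei from 9732325 to 24239053.

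Counts were scaled to 10000 per nucleus and log-transformed. The 3000 most variable genes gave 50 principal components, and nuclei were clustered with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) on 20 nearest neighbours at a resolution of 1.5, with 0.8 and 2.5 as alternatives. This gave 47 clusters, 45 of them with at least 20 nuclei. Clusters were called by a class name followed by "-like" only from marker lists fixed before the data were examined. A cluster kept a name where at least 3 markers of the class were raised by 0.5 on the log2 scale, the mean marker score was at least 0.4 and led the next class by 0.2, its 10 leading genes held no more markers of another class than of its own, and its median doublet score was below 0.8. These naming thresholds were set after the clusters had been seen. The minimum score was raised once at that stage, and a rule on longer lists of leading genes was tried and dropped. In all 31 clusters with 74.1% of nuclei were named, in 16 classes, and 14 clusters stayed unnamed. Unnamed nuclei made up 27.6% ± 3.20 (SD, n = 8) in WT and 24.4% ± 3.20 (SD, n = 4) in Het libraries (exact permutation test, two-sided p = 0.129). The doublet rule alone kept cluster 29 without a name, which held 1.00% of nuclei in WT and 1.12% in Het libraries. ExN and InhN stand for excitatory and inhibitory neuron, MGE and CGE for the medial and caudal ganglionic eminences, and D1 and D2 for the dopamine receptor types of striatal projection neurons.

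Counts were summed per library over each class, over all excitatory nuclei (upper-layer-like, deep-layer-like and L6b/subplate-like) and over all kept nuclei. A class was tested where at least 3 libraries of each genotype had at least 10 of its nuclei, which held for 15 classes. The choroid/ependymal-like class was too sparse. The test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, genes filtered by filterByExpr, and genotype as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within the class and a log2 difference of 0.2 or more in either direction. The text names Myt1l, the genes that check sex (Xist, Ddx3y, Uty, Kdm5d and Eif2s3y) and up to 10 pairs of gene and class with the smallest adjusted p that changed the same way with each library left out, beginning with the best gene of each class.

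Shares of nuclei, depth and pseudotime were compared between genotypes by the difference in library means in a two-sided exact permutation test over all 495 splits of 12 libraries into 8 and 4, whose smallest p is 0.00404, with Benjamini-Hochberg adjustment within each family. Pseudotime is an ordering of nuclei by expression that is meant to run from less to more mature. Here it was a diffusion pseudotime over the 3 excitatory classes and the unnamed cluster 20. Nuclei were thinned to 1000 UMIs each, and the root lay in cluster 20, which had been chosen by Neurod1, Eomes and Sox11. Lists of genes that the study had called between knockout (KO) and WT embryos at E14, in other animals, were tested per class with limma's camera (limma 3.58.1, correlation preset to 0.01) on log2 CPM (UMIs scaled to a fixed library total, prior count 2). Only the gene names and directions were used. The study's table gave 599 KO-higher genes, of which 598 were in the files, and 285 KO-lower genes, of which 281 were.

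Alternatives were DESeq2 1.42.0 (size factors alone, and its Wald test, the tool of the study), no filter or a minimum of 10 counts in every library, sex as covariate, male libraries alone, a replicate block, equal numbers of nuclei per library, doublets kept or 10% removed, all deposited barcodes, other denominators, set tests and orderings, and each library left out in turn. These, the tests, the marker lists, the gene lists and the rule for naming genes were fixed before the data were examined. Clusters in place of classes, DESeq2 p-values adjusted over all genes tested, shares within the excitatory classes, equal class weights and the excitatory classes alone in pseudotime, draws with matched clusters and a score of the E14 lists per library were added after the data had been seen. Gene counts were also recomputed over 90 splits of the libraries into 8 and 4, the real one and others drawn at random. The number was 60 at first and was raised to 90 after the counts from 60 had been seen, with the first 60 kept among them.

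The tests were checked on simulated counts drawn with the means and library sizes of these libraries, 200 genes changed by a log2 of 1 and a dispersion of 0.02. The edgeR test recovered 92.9% of the changed genes among 19872 genes for all nuclei, 93.9% among 13986 for excitatory nuclei, 92.8% among 11987 for the upper-layer-like class, 88.0% among 6438 for the D2-like class and 86.0% among 3458 for the Cajal-Retzius-like class. For the sex by genotype interaction in excitatory nuclei, edgeR recovered 8.63% among 13955 genes. Smaller changes were not simulated, apart from a list of 551 genes shifted by 0.1 in the upper-layer-like class, whose shift camera found (p = 2.51e-07 by limma's camera, a model across genes and not a permutation test), as did fry (p = 2.13e-08 by limma's fry). The simulated genes varied independently of each other, so this check does not cover lists whose genes vary together. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other steps.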

Results

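To ask how the loss of 1 functional Myt1l allele affects the newborn forebrain, nuclei of 12 mice at postnatal day 1 were profiled by single-nucleus RNA sequencing, with 8 WT and 4 Het libraries. After filtering and removal of doublets, 55160 WT and 39358 Het nuclei were kept. A WT library held 6895 ± 2077 kept nuclei (SD, n = 8) and a Het library 9839.5 ± 1094 (SD, n = 4), a difference with an exact permutation p of 0.0323 and an adjusted p of 0.129 over 8 depth measures. The median number of UMIs per kept nucleus was 1943 ± 110 in WT (SD, n = 8) and 1834 ± 98.0 in Het libraries (SD, n = 4), which did not differ beyond the spread between libraries (exact permutation p = 0.125). Without WT 6 the difference was -140 UMIs (exact permutation p = 0.0303). Total UMIs ranged from 15439429 in WT 8 to 40784144 in WT 7.

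The targeted gene Myt1l (ENSMUSG00000061911.15) lies on chromosome 12 from 29528384 to 29923213 on the plus strand (GRCm38). The allele is a frameshift, so its transcript can still be counted and the level of Myt1l does not check the genotype labels. Over all nuclei Myt1l stood at 1436 ± 116 CPM in WT (SD, n = 8) and 1552 ± 66.2 CPM in Het (SD, n = 4; exact permutation p = 0.0889). The log2 fold change was 0.11 with a standard error of 0.0616 (edgeR, adjusted p = 0.562). In excitatory nuclei Myt1l stood at 1671 ± 128 CPM in WT (SD, n = 8), from 1385 to 1788, and at 1959 ± 105.5 CPM in Het (SD, n = 4), from 1827 to 2081. All 4 Het libraries lay above all 8 WT libraries, which gave the smallest p the exact permutation test allows, 0.00404. Across all 14164 genes tested in excitatory nuclei the edgeR test did not call Myt1l, with a log2 fold change of 0.23, a standard error of 0.0716 and an adjusted p of 0.268. This excitatory level was singled out after its values were seen. Myt1l overlaps 2 genes annotated on the other strand, and strand use in counting is not given in the sources used here, so its levels are uncertain to that extent.

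**Figure D1:**
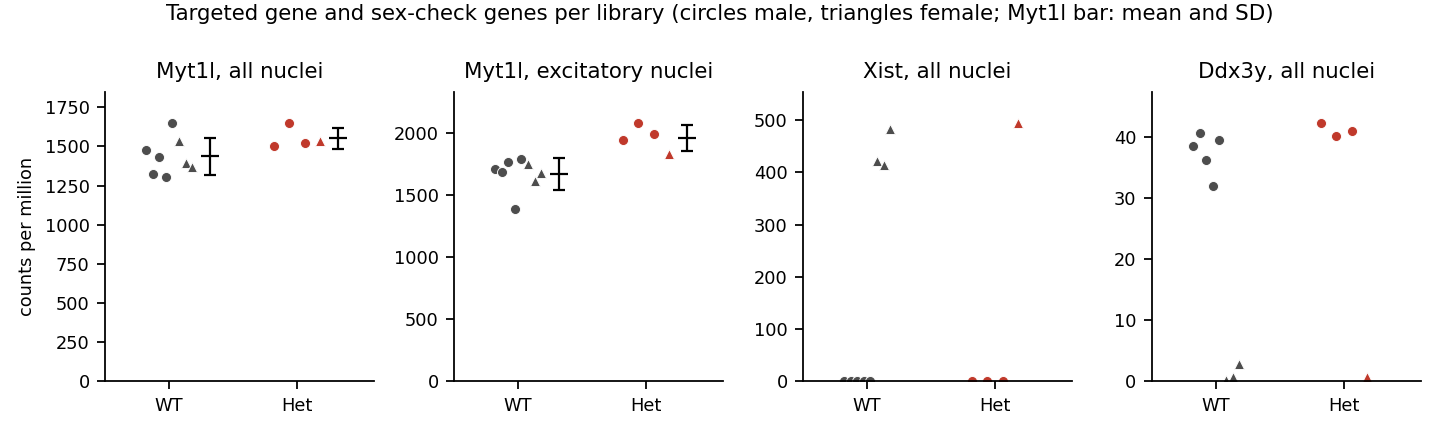
Each point is 1 library, with CPM on linear axes that start at 0, circles for male and triangles for female libraries, and a bar for the mean and SD of Myt1l in each genotype. Xist stood at 413 CPM or more in the female libraries and at 1.05 CPM or less in the male ones, and Ddx3y in WT 8 stood at 2.85 CPM.

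The sex labels were compared with the genes Xist, Ddx3y, Uty, Kdm5d and Eif2s3y. Xist, a noncoding RNA of the inactive X chromosome, ranged from 413 to 495 CPM in the 4 female libraries and reached at most 1.05 CPM in the 8 male ones. Ddx3y, on the Y chromosome, ranged from 32.1 to 42.3 CPM in male libraries. In female libraries it stood at 0.250 CPM in WT 6, 0.660 in WT 7, 2.85 in WT 8 and 0.614 in Het 4. Uty, Kdm5d and Eif2s3y were also low in female libraries, at 8.24, 4.17 and 4.78 CPM or less, against at least 123, 60.7 and 90.9 CPM in male libraries. No library went against its label.

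The first comparison asked whether genotype shifts the makeup of the forebrain. Of the 16 named classes, 0 differed in their share of nuclei at an adjusted p under 0.05 in the exact permutation test, with 1 class at an unadjusted p under 0.05, and limma's moderated test likewise called 0, with 2 at an unadjusted p under 0.05. The MGE InhN-like share was 7.23% ± 0.987 in WT (SD, n = 8) and 5.74% ± 0.583 in Het (SD, n = 4), below the WT mean in 4 of 4 Het libraries (exact permutation p = 0.0162, adjusted p = 0.259). The deep-layer-like ExN share was 11.1% ± 3.80 in WT and 6.60% ± 2.98 in Het (exact permutation p = 0.0727, adjusted p = 0.284), also below the WT mean in 4 of 4. By limma's moderated test the unadjusted p was 0.0354 for this class and 0.0231 for the MGE InhN-like class, each with an adjusted p of 0.283. The study also used a moderated test for shares, per cluster. The upper-layer-like ExN share was 17.99% ± 4.04 in WT and 22.97% ± 6.92 in Het (exact permutation p = 0.141), above the WT mean in 3 of 4. The D1-like share rose from 4.98% to 7.93% (exact permutation p = 0.0646) and the D2-like share from 2.91% to 4.44% (exact permutation p = 0.0727), each with 4 of 4 Het libraries above the WT mean and an adjusted p of 0.284. Both WT means include WT 4, which lay below the other WT libraries. Its D1-like share was 0.433% against 4.03% or more, and its D2-like share 0.276% against 2.25% or more. The Cajal-Retzius-like share was 0.872% ± 0.123 in WT (SD, n = 8) and 1.09% ± 0.253 in Het (SD, n = 4), above the WT mean in 3 of 4 (exact permutation p = 0.0889, adjusted p = 0.284). The sizes of these differences depended on single libraries. The upper-layer-like one of 4.98 percentage points was 3.12 without Het 1 and 8.35 without Het 4, the D1-like one of 2.95 was 1.88 without Het 2, the D2-like one of 1.54 was 1.00 without Het 2, and the Cajal-Retzius-like one of 0.218 was 0.127 without Het 3 and 0.331 without Het 2. Since the exact test cannot give a p below 0.00404, none of the 16 classes could pass adjustment alone, even at that p. Among the alternatives, leaving out Het 4 moved the classes most, with 0 called by the exact permutation test at a smallest adjusted p of 0.0970 and 4 classes at an unadjusted p under 0.05. Limma was not run without Het 4.

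**Figure D2:**
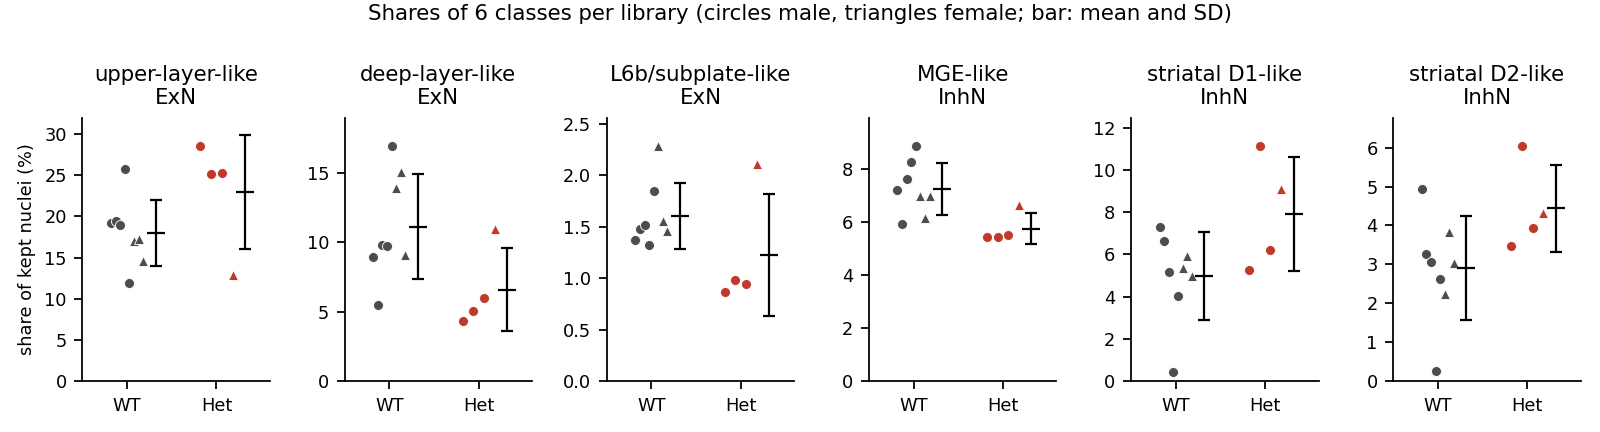
Each point is the share of kept nuclei, in percent, that 1 library has in the class named above the axis, with circles for male and triangles for female libraries and a bar for the mean and SD of each genotype. In the upper-layer-like class the 3 male Het libraries sit at 25.2% or more and Het 4 at 12.9%.

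Of the 45 clusters, likewise, 0 differed at an adjusted p under 0.05 in the exact permutation test, with 8 at an unadjusted p under 0.05, and limma called 0, with 8 at an unadjusted p under 0.05. Cluster 10, which is MGE InhN-like, had the smallest p, with 4.22% ± 0.691 in WT (SD, n = 8) and 2.87% ± 0.364 in Het (SD, n = 4; exact permutation p = 0.00808, adjusted p = 0.273). Within the upper-layer-like class clusters moved in opposite directions. Cluster 4 fell from 6.37% to 4.48% (exact permutation p = 0.0121) and cluster 1 rose from 4.92% to 8.31% (exact permutation p = 0.0364), both with an adjusted p of 0.273. On average cluster 4 was thus the largest part of this class in WT and cluster 1 in Het, so values within the class compare a different mix of clusters. The rise of cluster 1 was absent in Het 4, at 3.01%, while the other Het libraries ranged from 9.59% to 10.4%. By library, cluster 4 was the largest in 4 of 8 WT libraries and in Het 4, cluster 1 in WT 1, WT 2, Het 2 and Het 3, and cluster 3 in WT 4, WT 7 and Het 1. In the deep-layer-like class clusters 6 and 7 were on average the largest in both genotypes.

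The next comparison asked which genes differ between genotypes within a cell class. Over 15 classes edgeR called 5 genes, 2 higher and 3 lower in Het, in 6 pairs of gene and class. The count depended strongly on single libraries. It was 9 without WT 1, 10 without WT 2, 2 without WT 3 or WT 6, 8 without WT 8, 14 without Het 1, 0 without Het 2 and 144 without Het 4. Without a filter on low counts 588 genes were called, the alternative that moved the count most, and DESeq2 called 44, 4 of them shared with the 5.

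All of these pairs kept the sign of their change with each of the 12 libraries left out. In Cajal-Retzius-like nuclei Nxph1 (ENSMUSG00000046178.3, chromosome 6, 8948431 to 9249032) stood at 71.8 ± 26.4 CPM in WT (SD, n = 8) and 231 ± 106 CPM in Het (SD, n = 4), a log2 fold change of 1.59 with a standard error of 0.263 (edgeR, adjusted p = 0.0313). It was still called in 7 of the 12 fits with a library left out, rested on 291 UMIs, and belongs to the MGE marker list. With all deposited barcodes its log2 fold change was 0.05. In D2-like nuclei the long noncoding RNA Gm28175 (ENSMUSG00000101299.2, chromosome 1, 42261855 to 42304412) rose from 14.4 ± 7.25 to 48.3 ± 11.5 CPM, with a log2 fold change of 1.44, a standard error of 0.227 and an adjusted p of 0.00488 (edgeR), and was called in 11 of 12 such fits, the exception being that without Het 2 (adjusted p = 0.0521). With all deposited barcodes the log2 fold change of Gm28175 was 0.58 (edgeR, adjusted p = 0.270). It also led the upper-layer-like cluster 1, whose share was higher in Het libraries. Cdh8 (ENSMUSG00000036510.17, chromosome 8, 99024471 to 99416471, minus strand) fell from 3109 ± 372 to 1981 ± 240 CPM, with a log2 fold change of -0.66, a standard error of 0.115 and an adjusted p of 0.0131 (edgeR), and was called in 8 of 12. Foxo1 (ENSMUSG00000044167.6, chromosome 3, 52268336 to 52353221) had a log2 fold change of -0.70 in D2-like nuclei (edgeR, standard error 0.139, adjusted p = 0.0466), called in 4 of 12. The long noncoding RNA A330008L17Rik (ENSMUSG00000052479.5, chromosome 8, 99416642 to 99733438, plus strand) adjoins Cdh8 and was lower in D1-like nuclei, with a log2 fold change of -0.56 (edgeR, adjusted p = 0.0410, called in 3 of 12), and in D2-like nuclei, with -0.74 (edgeR, adjusted p = 0.0466, called in 5 of 12). Nxph1 lost its call without WT 3, WT 4, WT 6, WT 8 or Het 2 (adjusted p up to 0.120), Cdh8 without WT 3, Het 2, Het 3 or Het 4 (up to 0.107), and Foxo1 without WT 3, WT 5, WT 6, WT 7 or any Het library (up to 0.195). A330008L17Rik lost its call in D1-like nuclei without WT 1, WT 2, WT 3, WT 4, WT 6, WT 7, Het 2, Het 3 or Het 4 (up to 0.392) and in D2-like nuclei without WT 1, WT 3, WT 6, WT 7, Het 1, Het 2 or Het 4 (up to 0.487). In males alone edgeR no longer called Gm28175 (adjusted p = 0.324), Cdh8 (0.596), Foxo1 (0.679) or A330008L17Rik in D1-like (0.126) or D2-like nuclei (0.596), and under the replicate block not Gm28175 (0.352), Cdh8 (0.239), Foxo1 (0.703) or A330008L17Rik in D2-like nuclei (0.239). Nxph1 kept its call in both and lost it with doublets kept (0.120) and with sex as covariate (0.0574). Foxo1 also lost its call with doublets kept (0.127) and with sex as covariate (0.0838). So did A330008L17Rik in D1-like nuclei (0.107 and 0.0630) and in D2-like nuclei (0.0740 and 0.0838). With all deposited barcodes 1 of the 6 pairs, Cdh8, was still called. In WT 4 the D1-like and D2-like classes held 22 and 14 nuclei. Cdh8, A330008L17Rik, Foxo1 and Nxph1 overlap other annotated genes, on either strand, and strand use in counting is not given in the sources used here, so their values are uncertain to that extent.

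Over all excitatory nuclei edgeR called 3 genes at the same adjusted p of 0.0295, with 1765 of 14164 genes at an unadjusted p under 0.05. They fall outside the rule for named genes and were chosen after their values were seen. Sv2c (ENSMUSG00000051111.16, chromosome 13, 95954594 to 96132577) rose from 25.6 ± 3.15 to 43.7 ± 8.47 CPM (log2 fold change 0.78) and Lama4 (ENSMUSG00000019846.11, chromosome 10, 38965515 to 39110188) from 9.64 ± 2.05 to 17.4 ± 1.36 CPM (0.85). Gm44801 (ENSMUSG00000109529.1, chromosome 8, 9603823 to 9605882) fell from 25.5 ± 1.93 to 16.9 ± 2.08 CPM (-0.60). It lies within Fam155a on the same strand, so its counts are uncertain, and Sv2c overlaps other annotated genes. Each of these values is mean ± SD with n = 8 for WT and n = 4 for Het. The count of 3 was 0 without any single one of WT 1, WT 4, WT 5, WT 6, WT 7, WT 8, Het 1, Het 2 or Het 3, 2 without WT 3, and 510 without Het 4. DESeq2 called 47 genes and gave no adjusted p for these 3, which its own filter on mean counts left out along with most others, 9886 of the 14164 in all. With DESeq2's p-values adjusted over all genes tested, an alternative chosen after seeing the data, it called 27, among them these 3.

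Over all nuclei edgeR called 0 of 20111 genes, with 1998 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0836, while DESeq2 called 40. Without Het 4 the edgeR count was 35 and without WT 3 it was 1.

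**Figure D3:**
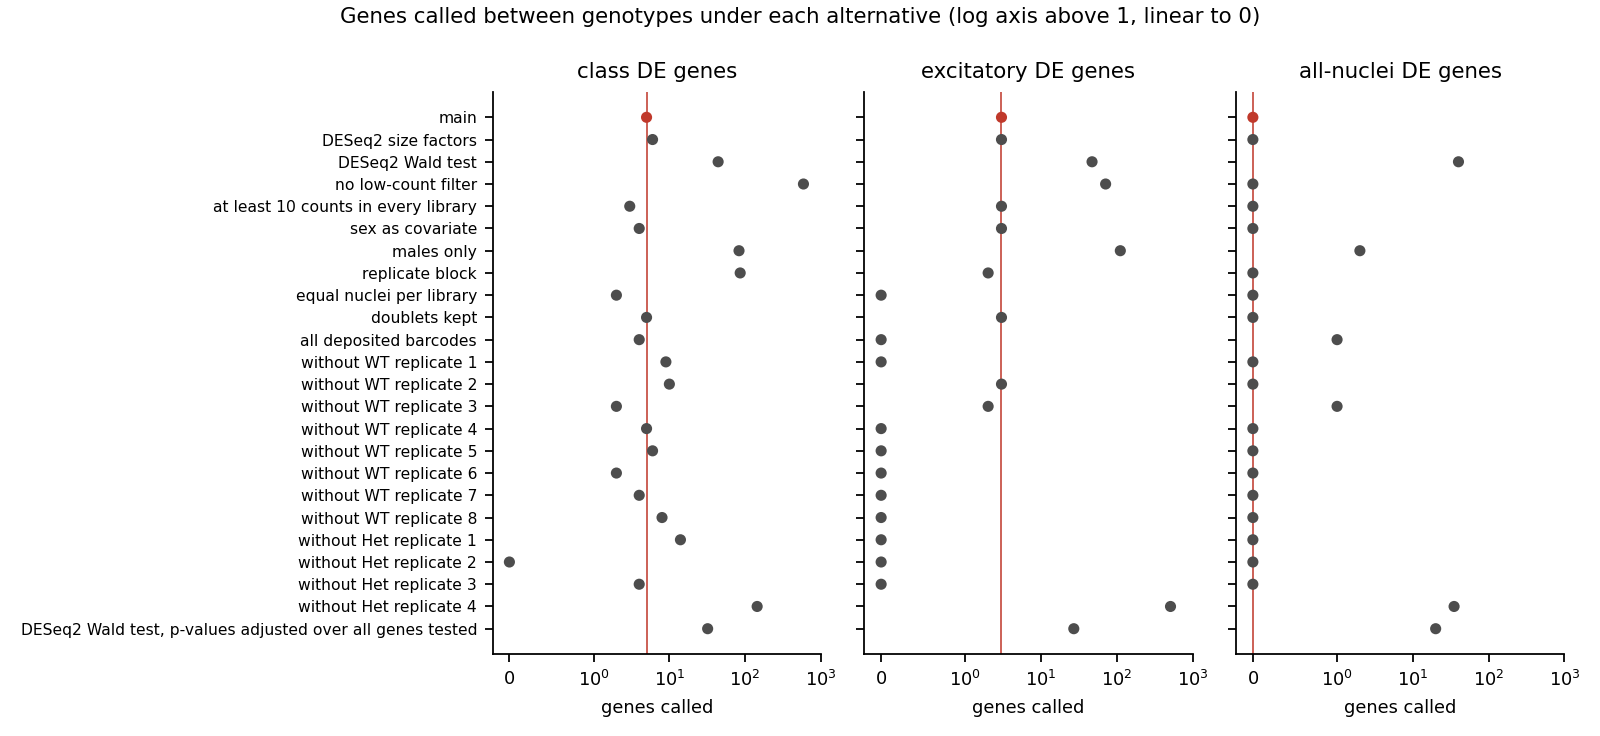
Each point is the number of genes called between genotypes under the setting named at the left, on an axis that is logarithmic above 1, for the classes, for excitatory nuclei and for all nuclei, with a line at the count reported above. Leaving out Het 4 raised the counts to 144, 510 and 35.

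The study examined whether the effect of genotype depends on sex. In excitatory nuclei the sex by genotype term gave 0 of 14164 genes in edgeR, with 1019 at an unadjusted p under 0.05 and a smallest adjusted p of 0.134, and 21 genes in DESeq2. This term rests on 1 Het female, Het 4, and on simulated counts edgeR recovered 8.63% of 197 changed genes among 13955 and DESeq2 15.2%, with 22.7% and 21.1% of their calls on unchanged genes.

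A further comparison asked whether genes that the study had called in KO embryos at E14 move the same way in Het newborns. In upper-layer-like nuclei the KO-higher list had a median log2 fold change of 0.05 over 552 genes (limma camera, adjusted p = 0.00734) and the KO-lower list one of -0.07 over 273 genes (adjusted p = 5.50e-05). In deep-layer-like nuclei the medians were 0.05 over 523 genes (adjusted p = 0.00197) and -0.07 over 275 genes (adjusted p = 0.00126). Over the 15 classes camera called the KO-higher list in 5, all of them higher, and the KO-lower list in 8, of which 7 were lower and 1, the mural/fibroblast-like class, was higher, with a median of 0.17. In D2-like nuclei the KO-lower list had a mean of 0.02 and a median of -0.01 and was called lower because the median of the other genes was 0.10. None of these calls held under fry or under camera with an estimated correlation, each of which called 0 classes for both lists. Leaving out WT 4 or WT 8 left 2 classes for the KO-higher list, and leaving out WT 6 or Het 2 left 3.

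Gene by gene, with p-values adjusted over the list alone, edgeR called 4 of the 584 KO-higher genes tested in excitatory nuclei, all of them higher in Het, and 7 of the 281 KO-lower genes, all of them lower. At an unadjusted p under 0.05, 83 of the KO-higher genes were higher in Het and 53 lower, and 15 of the KO-lower genes were higher and 68 lower. Adjusted over all genes these counts were 1 and 0. Over all nuclei the counts adjusted over the list alone were 0 of 598 KO-higher genes, with 102 at an unadjusted p under 0.05 (48 higher and 54 lower in Het), and 8 of 281 KO-lower genes, all of them lower, with 92 at an unadjusted p under 0.05 (5 higher and 87 lower), against 0 and 0 over all genes. No other tool was run on the lists gene by gene.

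Finally, median pseudotime per library addressed whether Het excitatory nuclei are less advanced along their ordering. Over 28792 ordered nuclei, which include 1790 of the unnamed root cluster 20, the median was 0.560 ± 0.0533 in WT (SD, n = 8) and 0.531 ± 0.0213 in Het (SD, n = 4), below the WT mean in 3 of 4 Het libraries (exact permutation p = 0.242, adjusted p = 0.485). Without Het 4 the difference was -0.0391 (exact permutation p = 0.0364), and with equal weight for each excitatory class, an alternative chosen after seeing the data, it was 0.00262 (exact permutation p = 0.598). Over the 27002 nuclei of the 3 excitatory classes alone, also chosen after seeing the data, it was -0.0282 (exact permutation p = 0.307). Thinning left out 1507 WT and 1346 Het nuclei that were too shallow, and without thinning the medians were 0.419 and 0.387 (exact permutation p = 0.226). In upper-layer-like nuclei the medians were 0.513 and 0.515 (exact permutation p = 0.485), in deep-layer-like nuclei 0.712 and 0.708 (p = 0.141) and in L6b/subplate-like nuclei 0.845 and 0.855 (p = 0.457), each with an adjusted p of 0.485. Since the classes stood at different levels of the ordering, the median over all ordered nuclei also reflects their mix and not maturity alone. With each library left out the upper-layer-like difference ranged from 0.000824 to 0.00367 and the deep-layer-like one from -0.00516 to -0.00227. For the L6b/subplate-like class the difference was 0.0252 without Het 4 (exact permutation p = 0.0121). Pseudotime is read from each nucleus and also takes in free RNA, whose effect on it was not measured.

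**Figure D4:**
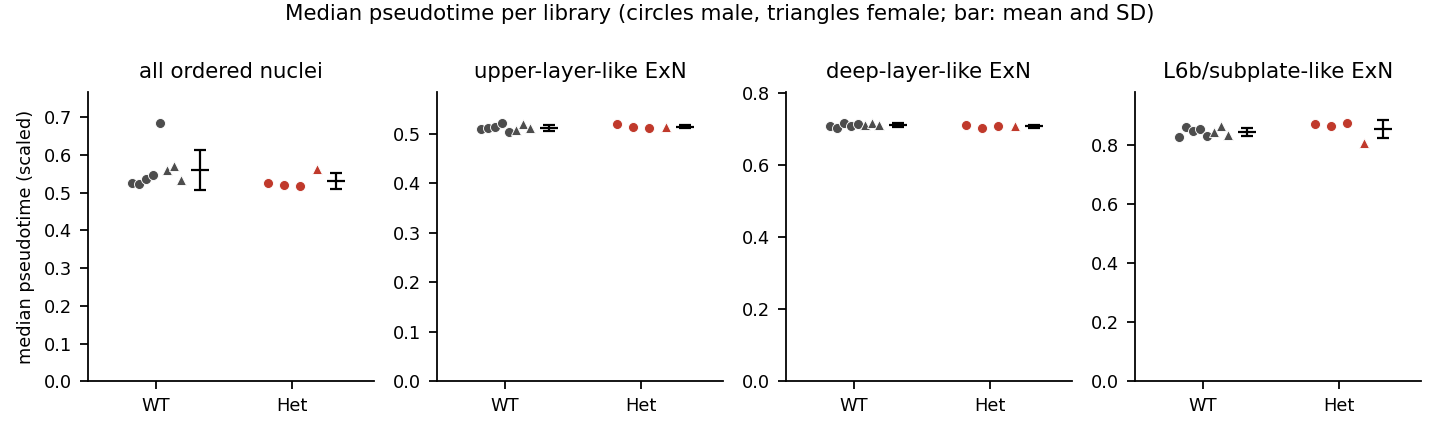
Each point is the median scaled pseudotime of 1 library, for all ordered nuclei and for the 3 excitatory classes, with circles for male and triangles for female libraries and a bar for the mean and SD of each genotype. WT 5 at 0.685 and Het 4 at 0.563 lie above the other libraries of their genotype over all ordered nuclei.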

Values the study reported

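The study reported 98,797 nuclei in its P1 data set, with medians of 1963 UMIs and of 1176 genes, and sorted them into 36 clusters. Its results text gave 4 WT and 8 Het animals for this age, whereas the legend of its plot of these nuclei gave 8 WT and 4 Het. The study reported 89 unique differentially expressed genes at this age, most of them higher in Het. It described lower shares of deep-layer clusters and of certain upper-layer clusters in Het, a higher share of an immature upper-layer cluster, and a trend of Het nuclei of the upper layers to lower pseudotime. For E14 its text gave 600 genes higher and 285 lower in KO in all clusters concerned, 1 KO-higher gene more than its table, from which the list tested here was taken, holds.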

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

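Among the tests in this part, those of the ratios of Het 4 between classes, of pseudotime with equal class weights and of draws with matched clusters were chosen after the result was seen. A library was singled out where its gap to the nearest other library of its genotype exceeded the 95% critical value of Dixon's test as a share of the range of the group. This held in 9 of 76 groups of values. Chance singles out about 1 in 20 groups. For 29 values the female minus male difference in the effect of genotype was taken, with genotype permuted within each sex. The null of this permutation is no effect of genotype in either sex, so its p-values do not test that difference alone. Of these values 2 had an unadjusted p under 0.05.

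In Het 3, 23.05% of barcodes lay under the minimum of 800 UMIs, a gap of 0.885 of the range of the Het libraries. Damaged nuclei or debris are a candidate source. In Het 3, 28.1% of these shallow barcodes exceeded the mitochondrial limit, against 5.66% of its deeper barcodes, a difference of 22.5 percentage points. The largest difference in any other library was 9.96 points, in WT 8. The values needed by this explanation are thus present, in barcodes that the filter removed. No biological explanation was tested.

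Het 4, the only Het female, stood apart in 2 shares of nuclei. Its L6b/subplate-like share was 2.11%, with a gap of 0.906 of the range, and its MGE InhN-like share was 6.62%, with a gap of 0.927. A lower share of upper-layer-like nuclei would raise every other share alike. Among nuclei outside the upper-layer-like class, however, and without the choroid/ependymal-like class, which held 0 nuclei in Het 1 and Het 4, the ratio of Het 4 to the other Het libraries ran from 0.362 in the oligodendrocyte lineage-like class to 1.92 in the L6b/subplate-like class, which argues against that explanation for the L6b/subplate-like share. For the MGE InhN-like share this ratio was 1.03, which is what a lower upper-layer-like share would give. The female minus male difference in the effect of genotype was 0.918 percentage points for the L6b/subplate-like share (exact permutation p = 0.0536) and 2.03 for the MGE InhN-like share (exact permutation p = 0.0804), neither passing adjustment, contrasts in which Het 4 is the only Het female, so sex is not separated from the animal. Differences in the tissue taken and between animals stay open and were not tested for this library.

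WT 5, with a median pseudotime of 0.685 over all ordered nuclei and a gap of 0.713, and Het 4, with 0.563 and a gap of 0.853, lay above their groups. A candidate explanation is the mix of upper-layer-like and deep-layer-like nuclei. With equal weight for each excitatory class the highest WT library was WT 7, with a gap of 0.308, and the highest Het library was Het 1, with a gap of 0.0749, so neither WT 5 nor Het 4 stood apart above its group. Het 4 was then the lowest Het library, with a gap of 0.679 that stays under the critical value. The values fit a difference in mix, and whether the mix differed through the tissue taken or through biology was not tested.

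In WT 2 the mural/fibroblast-like share was 6.83%, with a gap of 0.533 of the range. Meninges left on the tissue would raise fibroblast markers above those of the other WT libraries. The summed fibroblast markers (Col1a1, Col1a2, Col3a1 and Dcn) stood at 144 CPM in WT 2 and at 182 CPM in WT 8, while the mural markers were highest in WT 2, at 98.5 CPM, so by these markers WT 2 was not the library the explanation needs. All 3 clusters of the class were nonetheless highest in WT 2, cluster 21 at 4.47% (next WT library 2.96%), cluster 31 at 1.74% (1.38%) and cluster 42 at 0.619% (0.531%). Since markers and clusters point different ways, meninges and other causes cannot be told apart. Other differences between animals stay open and were not tested.

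In WT 4 the level of Myt1l in excitatory nuclei was 1385 CPM, a gap of 0.572 below the other WT libraries. With the same number of nuclei of each excitatory cluster in every library, WT 4 still stood apart in 7 of 10 draws, which argues against the mix of clusters as the whole cause. A difference between animals stays open, and no biological explanation was tested.

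In Het 2 Nxph1 stood at 390 CPM in Cajal-Retzius-like nuclei, a gap of 0.891 above the other Het libraries, which ranged from 169 to 193 CPM. Nxph1 is a marker of MGE neurons, so nuclei or free RNA of those neurons could add to it. The other MGE markers had a median log2 difference of 0.21 between genotypes in this class, short of the 0.5 that the explanation was taken to need and above the 0 that would have argued against it. Few UMIs lay behind them, 10 for Lhx6 and 2 for Sst, so MGE material and a change within Cajal-Retzius-like nuclei cannot be told apart. Sox6, with 107 UMIs, was higher by 0.62. In Het 1 A330008L17Rik stood at 147 CPM in D1-like nuclei, a gap of 0.933 above the other Het libraries and below the lowest WT library, at 154 CPM. No explanation was tested for it.

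For 2 values the female minus male difference in the effect of genotype (Het minus WT) had an unadjusted permutation p under 0.05, and neither passed adjustment. For the upper-layer-like share the effect was 7.31 percentage points in males and -3.40 in females, a female minus male difference of -10.7 (exact permutation p over 224 splits = 0.0268, adjusted p = 0.388). For median pseudotime in L6b/subplate-like nuclei it was 0.0263 in males and -0.0385 in females, a difference of -0.0648 (exact permutation p = 0.00893, adjusted p = 0.259). Both rest on Het 4 alone among Het females, so sex and the animal cannot be separated by this design.

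The same library decided the number of genes called in excitatory nuclei, which was 3 with all libraries and 510 without Het 4. A different mix of excitatory clusters in the 3 male Het libraries is a candidate explanation. With 1011 nuclei per library and the same number from each excitatory cluster, the median over 10 draws was 9.5 calls without Het 4 (from 4 to 15), against 248 (from 203 to 337) in draws of as many nuclei without matching. Most of these calls thus went with the mix of clusters. The sex of Het 4 was weighed too. Over 14158 genes the differences between Het 4 and the male Het libraries correlated with those between female and male WT libraries at r = 0.189 (across genes, which are not independent replicates), and 9 of 56 splits of the WT libraries gave an r as high, so sex cannot be told apart from other differences between animals with 1 Het female.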

How the results depend on the processing

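The tests in this part that were chosen after the results had been seen are those of clusters in place of classes, of DESeq2 with p-values adjusted over all genes tested, of shares within the excitatory classes, of equal class weights and of the named excitatory classes alone in pseudotime, and all those of the E14 score per library. Unless a cause is named, the cause of a change was not tested.

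The count of 0 classes and 0 clusters with a changed share was the same under all alternatives run, with 0 to 0 when each library was left out, and the shares of the 6 classes given in the report kept their direction and stayed on the same side of the threshold under all 122 alternatives. The exact test leaves little room here. Even at its smallest p, at least 2 classes or 4 clusters have to pass together for any call with all libraries. Without a Het library this number is 4 or 11 and with males alone 12 or 33, so these counts of 0 say little about stability. Limma's test, which has no such limit, called 0 too, with 2 classes and 8 clusters at an unadjusted p under 0.05. The Myt1l change over all nuclei stayed positive and uncalled, from 0.07 to 0.14 on the log2 scale, and from 0.08 to 0.14 with each library left out. The difference in median UMIs was -109 and ranged from -143 to -66.0 with each library left out, passing an unadjusted exact permutation p of 0.05 only without WT 6 (-140, p = 0.0303).

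The counts of called genes moved far more. For the classes, with 5 genes, DESeq2 gave 44 (32 with its p-values adjusted over all genes tested), no filter on low counts 588, at least 10 counts in every library 3, males alone 83, equal nuclei per library 2, clusters in place of classes 56 (34 of 62 pairs of gene and cluster in the unnamed cluster 17) and these with DESeq2 88 (45 of 101 pairs in cluster 17). The balance of directions moved too. With all libraries 2 genes were higher and 3 lower in Het, with DESeq2 18 and 26, without a filter 424 and 192 (some genes in both), in males 49 and 34, under the replicate block 62 and 24, without Het 4 66 and 81, with clusters 33 and 24, and with clusters and DESeq2 48 and 40. Leaving out each library gave from 0 (without Het 2) to 144 (without Het 4). For excitatory nuclei, with 3 genes, DESeq2 gave 47 (27 so adjusted), no filter 71, males alone 111, and equal nuclei or all deposited barcodes 0, and leaving out each library gave from 0 to 510 (without Het 4). For all nuclei, with 0 genes, DESeq2 gave 40 (20 so adjusted), males alone 2, all deposited barcodes 1, and leaving out each library from 0 to 35 (without Het 4). Males alone also leave out Het 4. For the sex by genotype term edgeR gave 0 and DESeq2 21. Equal nuclei per library take every class down to its smallest library, 22 nuclei for the D1-like and 14 for the D2-like class, so fewer counts were tested there. Of the 5 genes called in classes 4 were among the 44 from DESeq2, 5 among the 588 without a filter, and 1 among the 83 in males.

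For 9 pairs of named gene and class, 186 alternatives gave 91 values on the same side of the threshold, 95 that were no longer called, and 0 with the opposite sign. DESeq2's own filter gave no adjusted p for the 3 genes called in excitatory nuclei, so they enter neither count.

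For the E14 lists, camera called 5 classes for KO-higher and 8 for KO-lower. Fry gave 0 and 0, an estimated correlation 0 and 0, males alone 2 and 9 (8 of them lower), and leaving out each library gave from 2 to 5 and from 6 to 10. Fry had found a simulated shift of 0.1 in the upper-layer-like class. The simulated genes varied independently of each other, so that does not show that fry could find a shift in these data. The E14 score per library passed in 6 classes, in 3 with equal nuclei per library, in 0 with males alone, in 0 with the KO-higher list alone, in 0 with the KO-lower list alone, and in 0 to 6 with each library left out (0 without Het 2 or without Het 3). Without a Het library an exact p cannot go below 0.0121, so several classes have to pass together for any call. Without Het 2 or Het 3, 6 classes had an unadjusted p under 0.05, against 7 with all libraries, so these counts of 0 do not show a loss of the effect. Without Het 1 or Het 4 the score still passed in 5 and 4. With males alone an exact p cannot go below 0.0357, so adjustment over 15 classes leaves little room and that 0 says nothing about stability.

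For pseudotime and depth, 5 values were compared under 77 alternatives, of which 70 gave the same side and direction, 3 were no longer past the threshold, 2 newly passed it and 2 changed direction among the values that are not the main one. With each library left out the main pseudotime difference of -0.0285 ranged from -0.0391 (without Het 4) to -0.0106 (without WT 5). It was -0.0423 in males alone. It changed direction to 0.00262 with equal class weights, which remove the mix of classes by construction. Over the named excitatory classes alone it was -0.0282. With the first principal component as the ordering, the upper-layer-like difference was -0.175 and the L6b/subplate-like difference -0.162, on another scale.

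Libraries that share sex and number in the labels were also fitted as 4 pairs, a replicate block, with the other WT libraries left out. The numbers do not pair the samples. In excitatory nuclei the deviations of paired libraries correlated at 0.0579 to 0.265, with 2 of 4 pairs over 0.1, and over all nuclei at -0.152 to 0.227, with 1 of 4. Under the block 86 genes were called in classes, 2 in excitatory nuclei and 0 over all nuclei, camera called 1 class for KO-higher, as higher, and 3 for KO-lower, all of them higher where 7 of 8 had been lower, and the Myt1l change was 0.11. Class and cluster shares gave 0 and 0 and pseudotime -0.00458, where an exact sign-flip test over 4 pairs cannot give a p below 0.125.

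Depth limits the small classes most. In WT 4 the D1-like and D2-like classes held 22 and 14 nuclei, and the choroid/ependymal-like class held 0 nuclei in at least 1 library and could not be tested for genes.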

Other observations

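In this part the tests of other splits of the libraries, of shares that vary together over the WT libraries, of draws with matched clusters and of the E14 score per library were chosen after the results were seen, while the tests of shared Myt1l counts and of Y-linked transcripts were set out before their results were seen.

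The number of genes called in classes here was 5. That is lower than the value quoted from the study above. The tool, the rebuilt clusters and their names differ between the 2 analyses, and with clusters in place of classes DESeq2 called 88 genes here, in 101 pairs of gene and cluster. Of these pairs 45 were in cluster 17, which is unnamed and so lies outside the classes. In that cluster edgeR called 34 genes, 28 of them shared with DESeq2.

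Splits of the 12 libraries into 8 and 4, the real one included in each count, asked whether chance can be excluded as the source of each count. Of 90 splits, 23 called at least 5 genes in classes, so chance cannot be excluded for this count. Over all nuclei the real count was 0, which all 90 splits reach by definition, so this says nothing about chance. In excitatory nuclei 3 of 90 splits called at least 3 genes, which excludes chance at 1 in 20, but 3 of the first 60 did so, which does not. This verdict depends on the number of splits drawn, and 90 was set after the result from 60 had been seen. For the KO-higher list 3 of 90 splits called at least 5 classes (2 of the first 60), a share under 1 in 20. That share is an estimate from 90 of the 495 splits, counts calls in either direction and was not adjusted for the other counts. It also rests on camera, whose calls did not hold under fry, so chance is not firmly excluded. For the KO-lower list 10 of 90 called at least 8 (8 of the first 60), so chance cannot be excluded.

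Since camera's calls did not hold under fry, a score per library was computed in each class, the mean log2 CPM of the KO-higher list minus that of the KO-lower list, and compared by an exact two-sided permutation test. In upper-layer-like nuclei the Het minus WT difference was 0.13, in deep-layer-like nuclei 0.15 and in L6b/subplate-like nuclei 0.11, each above the WT mean in 4 of 4 Het libraries, with p = 0.00404, the smallest these permutations can give, and an adjusted p of 0.0202 over 15 classes. It also passed in the D1-like (adjusted exact permutation p = 0.0303), MGE InhN-like (0.0364) and D2-like (0.0404) classes, and in 0 glial or vascular classes, a contrast that was not itself tested. More variable libraries alone would not give this value, and in draws of excitatory nuclei with the same number from each cluster the difference stayed between 0.14 and 0.16. Over the 8 WT libraries the score did not follow depth, with Pearson r between -0.151 and 0.293 and Spearman rho between -0.214 and 0.357 in the 3 excitatory classes (exact permutation p from 0.503 to 0.705 for r and from 0.389 to 1 for rho). Without the 2 libraries farthest from the median depth r ran from -0.636 to 0.518. Without Het 2 or without Het 3 the score passed in 0 classes, with 6 at an unadjusted p under 0.05 in each case, where the smallest exact p is 0.0121 and leaves little room for adjustment. Neither list alone passed in any class, with 4 classes at an unadjusted p under 0.05 for KO-higher and 1 for KO-lower. A small shift of Het neurons in the direction of KO embryos may thus be present, as a hypothesis found and tested on the same data. All libraries shared the same ligation wells and final wells. Other differences between the animals, such as litter or the isolation of nuclei, stay open.

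Myt1l was not lower in Het libraries. UMIs shared with a related gene would raise its count through divided values, but 1.72% of its counts lay in such values, which argues against this as the cause. Reads from the 2 genes annotated on the other strand within it stay open, since strand use in counting is not given. A different mix of excitatory clusters was tested with matched clusters, where the log2 difference stayed between 0.17 and 0.21, the lowest draw at 0.17, so the mix is not the whole cause. A higher output of the gene or a more stable transcript in Het neurons could explain it, and neither was tested.

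WT 8, labelled female, held transcripts of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y above the other female libraries. In this library 37 nuclei (0.83%) had at least 2 Y-linked UMIs, against 0 such nuclei in each of WT 6, WT 7 and Het 4 and 17.5% to 23.6% of nuclei in male libraries. Free RNA from male nuclei would fall on nuclei with Xist as often as others of the same depth in this library have it, which is 65.0%. Of the 37, however, 1 had Xist (2.7%), which argues against free RNA as the whole source and is the value that whole male nuclei need. They lay in all 8 reverse transcription wells of the library. Male nuclei may thus make up 4.11% of WT 8, by its nuclei with at least 2 Y-linked UMIs. How they came to be there was not tested, and no biological explanation was tested.

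Shares of certain clusters varied widely between libraries of 1 genotype. Clusters 15 (immature InhN-like, led by Lgr5 and Tshz1), 33 (unnamed, led by Tmem132d, Eomes and Cdhr1) and 36 (unnamed) rose and fell together over the 8 WT libraries. Of these 3 pairs the lowest Pearson r was 0.815 (exact permutation p = 0.00208, adjusted p = 0.00625 over 6 relations, Spearman rho = 0.905, p = 0.00456), and 0.773 without the 2 libraries farthest from the median. That fits a different extent of tissue, such as olfactory bulb, taken from each brain. For striatal-like nuclei the test did not decide. The D1-like and D2-like shares had r = 0.925 (exact permutation p = 0.00481, rho = 0.833), which fell to 0.544 without 2 libraries, and the D2-like share and cluster 39 (led by Lhx8 and Chat) had r = 0.640 (exact permutation p = 0.0836, rho = 0.762), while the D1-like share and cluster 39 had r = 0.791 (exact permutation p = 0.0295, adjusted p = 0.0354, rho = 0.714), and 0.792 without 2 libraries. The relation thus held for some pairs and not for others, and dissection and other causes of the striatal-like shares cannot be told apart. Shares of all nuclei should be read with this in mind. Within the excitatory classes alone the deep-layer-like share averaged 22.5% in Het libraries, 13.5 percentage points lower than in WT (exact permutation p = 0.0848), and lay below the WT mean in 3 of 4.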
